A study of Gossypium barbadense with 6 samples. Its data were reported in "Double feature selection and cluster analyses in mining of microarray data from cotton" (2008).

How the data were processed

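Fiber RNA of Gossypium barbadense cv. Pima S7 was compared on 2-colour oligonucleotide arrays at 6 ages, counted in days post anthesis (dpa): 8, 11, 14, 17, 21 and 24 dpa, each relative to 5 dpa. GEO's labels give 6 samples, 1 per stage, and groups were taken from those labels alone. The methods and the labels differ on the day of the second stage, and the labels' 11 dpa was used. Arrays of the dye swap are technical, so no stage had a biological replicate and no p-value was computed for a single stage against 5 dpa.

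The deposited table holds log2 values, which the authors obtained by flagging poor spots, subtracting background, filtering on buffer spots and on dye-swap divergence, lowess normalization, and a linear model over the double loop of arrays with duplicate spots pooled. The submitters' processing notes name R 2.0.1 and limma 1.9.0. The deposited scanner files hold the intensity of 1 channel each, which the authors had gridded and flagged but not normalized. The loop joins stages to each other, and the labels name 5 dpa as the second channel of each sample. The listing does not bear this out for each array, since 1 array has a channel under 14 dpa and the other under 17 dpa, and for the rest the files do not state the RNA of each channel. An array was therefore read only as running the same way as, or opposite to, the stage ratio, a direction that is likely but not stated.

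The table had 12263 rows, of which 42 carried no values and 1 had no probe name, which left 12220 probes. No row was partly filled and no column had values piled at a shared extreme, so the alternatives planned for those cases changed nothing. The SD of the deposited columns grew from 0.59 at 8 dpa to 3.93 at 24 dpa, and 37 cells at 24 dpa lay beyond 16 in size on the log2 scale, with a maximum of 41.8. Each column was read as a running sum of stage ratios, and the difference of neighbouring columns was used as the log2 ratio of a stage to 5 dpa. This reading was chosen after the values had been seen, whereas the design fixed before the data were examined assumed plain ratios. It is not settled, because plain ratios from arrays that join neighbouring stages were not excluded. The paper describes its transcriptome profiles as coefficients relative to 5 dpa and mentions no running sum. Scale and centring of the columns are not stated by the depositors. The medians of the resulting ratios were -0.03 at 8 dpa, -0.02 at 11 dpa, -0.05 at 14 dpa, -0.04 at 17 dpa, -0.03 at 21 dpa and -0.03 at 24 dpa.

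Of 24 channel files, 23 were distinct, since 1 channel was listed with the same content under both 11 and 14 dpa. 5 channels had no partner channel, and 9 arrays had both. The methods describe more hybridizations per genotype than these 9 arrays, so the deposited values need not rest on them alone. Each array had 25392 spots, 326 of them buffer spots. Scanner intensities were corrected with normexp (offset 50), normalized by loess within each array, and averaged over spots of a probe, leaving out control and flagged spots. A channel's buffer limit was the median of its background-subtracted buffer spots plus 3 median absolute deviations, scaled to match a standard deviation in normal data. This rule was set after the files had been seen and differs from the mean and standard deviation named in the methods. Between 13.4% and 74.7% of probes lay above that limit in a channel, so precision was limited by dim spots as well as by the number of arrays. Where channels of a stage above the limit are counted, the channel listed under both 11 and 14 dpa was counted under 11 dpa only. Its RNA is not settled.

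All calculations used R 4.3.3 and limma 3.58.1. The trend test was limma's lmFit and eBayes for the slope of the log2 ratio on dpa over the 6 stages, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The late against early test used the same functions for the mean of 17, 21 and 24 dpa minus the mean of 8, 11 and 14 dpa, with stages standing in as replicates of a phase. These p-values measure the spread between stages. Values of stages linked in the loop share arrays, so their errors may be correlated and the tests treat them as independent. Some scan days were shared by arrays of late stages, and with 1 value per stage no fit with scan day as a block or within a day could be had. Stage counts, changes between consecutive stages and profile classes are counts of probes at least 2-fold higher or lower, without a test.

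Both tests were tested on simulated data with 200 changed probes among 12220. The noise was drawn independently for each stage, so the false calls below do not cover errors shared between stages. The trend test recovered 25.5% of slopes of 0.1, 85.0% of slopes of 0.2 and 97.5% of slopes of 0.4 per day, with at most 9 false calls. With 1 stage left out it recovered 0% of slopes of 0.1 and 78.5% of slopes of 0.2. The late against early test recovered 19.5% of steps of 1 on the log2 scale and 76.0% of steps of 2, with at most 11 false calls, and 0% of steady slopes of 0.1, 0.2 or 0.4 per day, so it does not find gradual change.

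The array files give clone identifiers without gene names, and the locus table supplied for cotton has no link to them. Names came from the study's annotation of its own set of 125 probes, and from probes named on the array (FbL2A, GhCesA-1, GhCesA-2 and 4 chlorophyll a/b-binding protein controls). The set of 125 was chosen by the study on these samples, so its directions are not independent evidence. Its annotation gave names and cluster numbers only; expression values printed with it were looked at once as a check, entered no calculation and are not used as evidence, so the outcome is not given. The sequence database name was used unless it was uninformative, and then the Arabidopsis name; both descriptions were searched for gene lists, a choice made after the files had been seen. An identifier carried by a pair of probes gave its name to both. There were 88 named probes.

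Named genes were fixed by rule before the data were examined. For the trend these were the 10 named genes with the largest positive and the 10 with the largest negative slope among those that passed. For late against early, where none passed, they were the next by p, given as values. For each stage and each interval they were the 3 highest and 3 lowest. Of the probes of 1 gene name, the most extreme was taken. A total of 25 lists were fixed in the same way: cellulose synthesis, sucrose and UDP-glucose metabolism, expansins and xyloglucan enzymes, pectin enzymes, tubulins, actin cytoskeleton, aquaporins, lipid transfer and very long chain fatty acids, arabinogalactan and fasciclin proteins, phenylpropanoid and lignin, flavonoid, small GTPases, vacuolar proton pumps, cytosolic ribosomal proteins, redox and peroxidases, protein degradation, MYB and homeodomain factors, photosynthesis, seed storage and embryo, cell division and histones, and the 5 clusters of the study set. The 6 lists with at least 5 probes were tested with limma's camera (preset correlation 0.01), and their medians were placed among 10000 random lists matched on intensity in 20 bins.

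Alternatives fixed before the data were examined were other fold thresholds, centring, quantile normalization, stage rank as the time axis, moderation with trend and robust settings, an exact permutation of Spearman's rho, averaging of shared identifiers, leaving out each stage, other groupings of the stages, camera with an estimated correlation, fry, scanner ratios in place of the table, and other background, normalization and intensity settings for the dye swaps. Added after seeing the data were the columns as deposited, only the probes above the median intensity, and the cellulose list without an identifier whose probes disagreed.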

Results

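The data follow the transcriptome of single-celled Pima S7 cotton fibers from rapid elongation into secondary cell wall (SCW) synthesis. Each of 6 stages, 8, 11, 14, 17, 21 and 24 dpa, was represented by 1 sample, expressed as a log2 ratio to 5 dpa for 12220 probes. A positive ratio means a higher level than at 5 dpa. There were no biological replicates. The ratios are differences of neighbouring deposited columns, a reading reached from the values and not settled by them. Every ratio after 8 dpa and every count resting on it depends on that reading; read as plain ratios, the columns would give other values.

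The first comparison asked how far each stage had moved from 5 dpa. The highest named probe at 8 dpa was a lipid transfer protein (GA_10dpa_fiberEST_12134), of a family that binds lipids, with a log2 ratio of 4.84, and it lay between 6.74 and 7.65 at the later stages. FbL2A, a fiber transcript with a probe of its own on the array, had ratios of 2.27 at 8 dpa, 2.54 at 11 dpa, 6.72 at 14 dpa, 8.71 at 17 dpa, 8.11 at 21 dpa and 7.46 at 24 dpa. GhCesA-1, a cellulose synthase catalytic subunit, stood at 1.59 at 8 dpa, 6.73 at 17 dpa and 5.75 at 24 dpa. Its signal was above the buffer limit in 0 of 4 channels listed under 8 dpa and 0 of 4 under 11 dpa, so the size of its early ratios is not measured. The lowest named probes at 21 dpa were a monocopper oxidase precursor at -3.93, an ABC transporter at -3.67 and a gibberellin-regulated family protein at -3.45, and at 24 dpa they were the same genes, at -3.07, -3.49 and -3.53. FbL2A was saturated in 5 of 23 distinct scanner channels, so its ratios carry that limit.

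At the early stages the lowest named probes were of other genes. Sucrose synthase (GA_10dpa_fiberEST_10590), which cleaves sucrose to UDP-glucose, stood at -1.44 at 8 dpa, -2.16 at 11 dpa and -2.47 at 14 dpa. These are of the more extreme of 2 probes with this identifier. The other stood at -0.98 at 8 dpa, -1.73 at 11 dpa and -1.49 at 14 dpa. GASA4, a gibberellin-responsive peptide gene, stood at -1.13 at 8 dpa and -2.73 at 14 dpa, and a tonoplast intrinsic protein, a vacuolar water channel, at -1.73 at 11 dpa and -2.06 at 14 dpa. At 17 dpa the lowest were an endoplasmic reticulum omega-3 fatty acid desaturase at -2.93, the monocopper oxidase precursor at -2.89 and the ABC transporter at -2.83. The naming rule also gave an ethylene-responsive RNA helicase and a chlorophyll a/b-binding protein control at 8 dpa and a serine carboxypeptidase at 11 dpa, but these were above the buffer limit in 0, 1 and 0 of 4 channels of that stage, so their ratios rest on background.

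A probe annotated as a cellulose synthase catalytic subunit (GA_10dpa_fiberEST_02992) had ratios of 0.27 at 8 dpa, 4.75 at 11 dpa, 7.48 at 14 dpa, 9.72 at 17 dpa, 9.16 at 21 dpa and 8.78 at 24 dpa. A second probe with the same identifier stood at -0.08 at 8 dpa and -0.87 at 24 dpa. The largest gap between the pair was 10.1 on the log2 scale, and which of them measures the named gene is unsettled.

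In all, 490 probes were at least 2-fold higher and 516 at least 2-fold lower than 5 dpa at 8 dpa. The numbers were 582 and 791 at 11 dpa, 889 and 1178 at 14 dpa, 1029 and 1341 at 17 dpa, 840 and 1310 at 21 dpa, and 1161 and 1588 at 24 dpa. Dim probes weighed on these counts. In the dimmest quartile of intensity 21.9% of probes were at least 2-fold away at 8 dpa and 28.6% at 24 dpa, against 2.46% and 27.6% in the brightest quartile. At 24 dpa 42.2% of the probes past 2-fold were higher, against 24.7% among the probes above the median intensity. Ratios from the scanner files of 24 dpa, turned to run with the stage ratio, gave 68.4% higher. They would give 31.6% if the arrays run the other way, which is less likely but which the files do not exclude. At 8 dpa the balance turned, from 48.7% higher to 51.7% with columns centred and 52.4% at 3-fold.

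**Figure D1:**
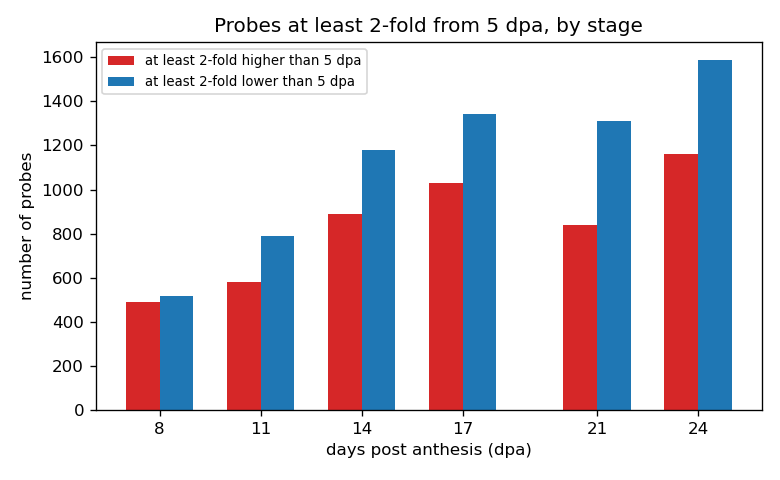
Bars give the number of probes (vertical axis) at least 2-fold higher (red) or lower (blue) than 5 dpa at each stage in dpa (horizontal axis), with 1 sample per stage and no error bars. Lower and higher probes numbered 516 and 490 at 8 dpa, where the balance turned with columns centred (51.7% higher), and 1588 and 1161 at 24 dpa.

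Intervals between consecutive stages were compared next. From 8 to 11 dpa the cellulose synthase probe GA_10dpa_fiberEST_02992 was higher by 4.48 on the log2 scale and the lipid transfer protein by 2.65. In the same interval chlorophyll a/b-binding protein controls, markers of green tissue, differed by 1.84 and -1.45, the former from signal above the buffer limit in 1 of 4 channels at 8 dpa and 0 of 4 at 11 dpa, the latter in 2 of 4 at both. A glutathione S-transferase had a difference of -1.66, and of 2.04 from 11 to 14 dpa, and a serine carboxypeptidase of -1.30, each above the limit in 0 of 4 channels at 11 dpa. From 11 to 14 dpa FbL2A, above that limit in 1 of 4 channels at 11 dpa, was higher by 4.18 and the cellulose synthase probe by 2.73, while the long chain fatty acid elongation enzyme had a difference of -1.33, GASA4 of -1.25 and a tonoplast membrane integral protein of -1.19. From 14 to 17 dpa GhCesA-1, above it in 1 of 3 channels at 14 dpa, was higher by 2.89, the cellulose synthase probe by 2.24 and a kelch repeat F-box protein by 2.17. The omega-3 fatty acid desaturase had a difference of -1.58, the ABC transporter GA_10dpa_fiberEST_03668 of -1.32, and RXW8, above the limit in 1 of 3 channels at 14 dpa and 0 of 4 at 17 dpa, of -1.89. From 17 to 21 dpa a beta-ketoacyl-CoA synthase, an enzyme of very long chain fatty acid synthesis, had a difference of -2.79, a mitochondrial protein of -2.03 and a ZF-HD homeobox protein, above the limit in 1 of 4 channels at 17 dpa, of -2.02. On the higher side were a WD-repeat protein at 1.79, above the limit in 0 of 4 channels at both stages, an NPH3 domain protein, above it in 1 of 4 at 17 dpa and 2 of 4 at 21 dpa, at 1.43 and a chlorophyll a/b-binding protein control at 1.33.

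From 21 to 24 dpa the ZF-HD homeobox protein, whose probe lay in the dimmest quartile of intensity, was higher by 4.21, histone deacetylase 6 by 2.70 and a chlorophyll a/b-binding protein control by 1.89. The lowest were the mitochondrial protein at -1.62, the NPH3 domain protein at -1.57 and the tonoplast intrinsic protein at -1.36. The histone deacetylase 6 probe was above the buffer limit in 0 of 4 channels at 21 dpa and 0 of 4 at 24 dpa, the ZF-HD probe in 0 of 4 and 2 of 4, and the control in 2 of 4 and 1 of 4. The counts of probes at least 2-fold different were 971 from 8 to 11 dpa, 937 from 11 to 14 dpa, 894 from 14 to 17 dpa, 1132 from 17 to 21 dpa and 1139 from 21 to 24 dpa. Among the probes above the median intensity the counts were lower in each interval, and the largest was from 17 to 21 dpa. None of these differences has a replicate check.

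Averaged over a phase, 173 probes were at least 2-fold higher in early fibers (8 to 14 dpa) only, 538 in late fibers (17 to 24 dpa) only and 283 in both. On the lower side there were 253 in the early phase only, 843 in the late phase only and 371 in both, and 3 probes were on opposite sides. FbL2A was of the class higher in both phases, with means of 3.84 and 8.09, and so were the lipid transfer protein, with 6.65 and 7.27, and GhCesA-2, with 1.56 and 4.73. Expansin 1, a wall-loosening protein, was lower in the late phase only, with means of 0.11 and -2.26. Of the 2 probes of the sucrose synthase GA_10dpa_fiberEST_10590, 1 was lower in both, with means of -2.02 and -1.35. The other had means of -1.40 and -0.53 and was lower in the early phase only.

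The trend test asked which transcripts moved steadily with fiber age. Of the named genes 4 rose. GhCesA-2, a cellulose synthase catalytic subunit, rose by 0.28 ± 0.05 log2 units per day (SE over 6 stages), with limma's adjusted p = 0.0415, and was higher at the later stage in 3 of 5 intervals. The membrane-anchored endo-1,4-beta-glucanase (GA_10dpa_fiberEST_10639), of the KORRIGAN type that acts in cellulose synthesis, rose by 0.21 ± 0.03 per day, a beta-galactosidase (GA_10dpa_fiberEST_04269) by 0.17 ± 0.03, and an anthranilate N-hydroxycinnamoyl/benzoyltransferase, an acyltransferase of phenolic metabolism, by 0.11 ± 0.01. They were higher at the later stage in 4, 3 and 5 of 5 intervals. The acyltransferase probe was above the buffer limit in 2 of 4 channels at 21 dpa and in 0 at each other stage, so its slope rests on signal near background. GhCesA-2 was above it in 1 of 4 channels at 11 dpa, so its value at that stage rests partly on background.

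Of the named probes 15 fell, and the 10 genes with the largest slopes are given. The ABC transporter GA_10dpa_fiberEST_05134 had a slope of -0.24 ± 0.03 per day, the gibberellin-regulated family protein -0.22 ± 0.02, and the long chain fatty acid elongation enzyme -0.20 ± 0.02. The monocopper oxidase precursor had a slope of -0.20 ± 0.04, a tonoplast membrane integral protein -0.19 ± 0.02, and the plasma membrane aquaporin PIP2-2 -0.17 ± 0.03. A beta-galactosidase precursor (GA_10dpa_fiberEST_03757) fell at -0.19 ± 0.02, so the pair of probes named beta-galactosidase went opposite ways. A senescence-associated protein (-0.17 ± 0.03), RD22, a dehydration-responsive gene (-0.14 ± 0.03), and a GDSL lipase (-0.12 ± 0.02) also fell. The falling genes went up in at most 2 of 5 intervals. Adjusted p-values of the 14 genes lay between 0.0373 and 0.0488. FbL2A (slope 0.39 ± 0.10, adjusted p = 0.0897), GhCesA-1 (0.28 ± 0.07, adjusted p = 0.0764) and expansin 1 (-0.21 ± 0.05, adjusted p = 0.063) did not pass.

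Over the 12220 probes limma called 366, 98 rising and 268 falling, of 2988 with an unadjusted p under 0.05. Of the 366, 136 moved in the same direction in all 5 intervals, and 232 lay in the brightest quartile against 33 in the dimmest. No call was left when any 1 stage was omitted: the count was 0 without 8 dpa, 0 without 11 dpa, 0 without 14 dpa, 0 without 17 dpa, 0 without 21 dpa and 0 without 24 dpa, with between 2276 and 2843 probes at an unadjusted p under 0.05. It was also 0 after quantile normalization (2657 unadjusted), 0 with trend and robust moderation (3000 unadjusted), 0 by the exact permutation of Spearman's rho (1997 unadjusted) and 0 with only 8, 11, 21 and 24 dpa, against 1478 among the probes above the median intensity.

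**Figure D2:**
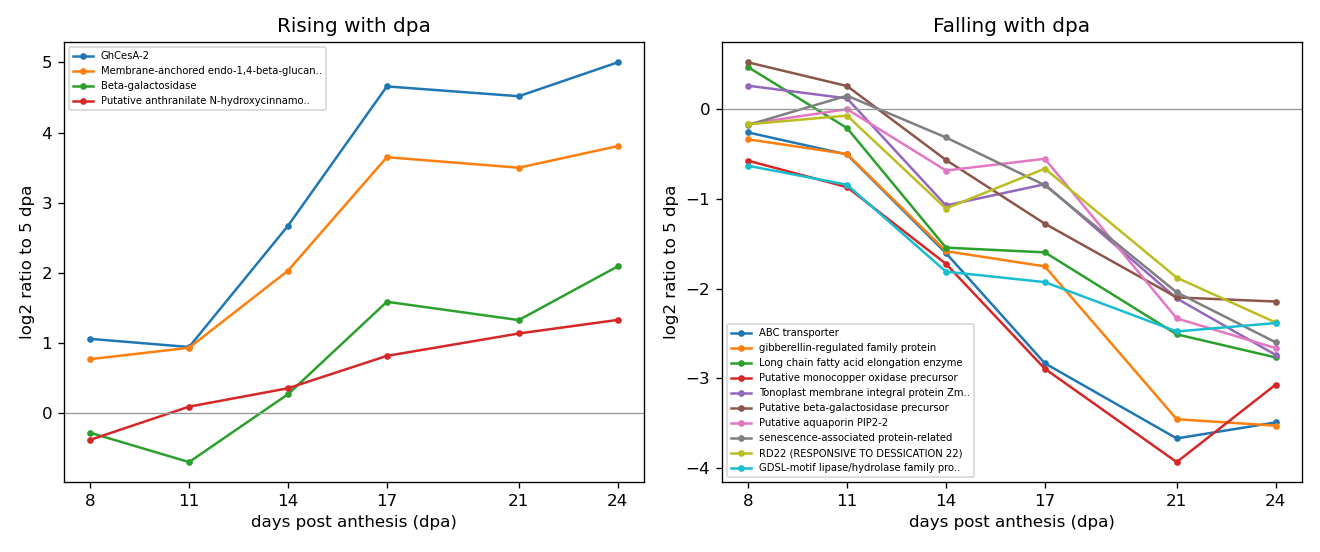
Lines give the log2 ratio to 5 dpa (vertical axis) of the named genes that passed the trend test against stage in dpa (horizontal axis), 4 rising in the left panel and 10 falling in the right panel, with 1 value per stage and no error bars. GhCesA-2 went from 1.06 at 8 dpa to 5.00 at 24 dpa and the gibberellin-regulated family protein from -0.34 to -3.53; the vertical scales of the panels differ.

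Early elongation was then set against the later stages as phases. The mean of the membrane-anchored endo-1,4-beta-glucanase was higher in the late phase by 2.41 ± 0.34 (SE), that of GhCesA-2 by 3.17 ± 0.47, that of GhCesA-1 by 3.36 ± 0.59 and that of FbL2A by 4.25 ± 1.15. GhCesA-1 was above the buffer limit in 0 of 4 channels at 8 dpa and 0 of 4 at 11 dpa, FbL2A in 2 of 4 and 1 of 4, and GhCesA-2 in 4 of 4 and 1 of 4, so the differences of these genes are taken at least partly against signal at or near background. Flavanone 3-hydroxylase, of flavonoid synthesis and above the limit in 0 of 3 channels at 14 dpa, was higher by 1.49 ± 0.26, the CER1-like protein, related to wax synthesis, by 1.40 ± 0.31, and 1 of 2 probes of the sucrose synthase GA_10dpa_fiberEST_00620 by 1.35 ± 0.35. The ABC transporter GA_10dpa_fiberEST_03668 had a difference of -2.37 ± 0.32, expansin 1 of -2.37 ± 0.47, the monocopper oxidase precursor of -2.24 ± 0.39 and 60S ribosomal protein L5 of -1.03 ± 0.21. The other genes of the naming rule had differences from 1.07 (the acyltransferase) to 1.96 (the kelch repeat F-box protein, above the limit in 0 of 4 channels at 8 dpa and 0 of 4 at 11 dpa) and from -1.17 (the GDSL lipase) to -2.11 (the gibberellin-regulated family protein). None of these passed the adjusted threshold.

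By limma 0 probes passed, with a smallest adjusted p of 0.102, while 2439 had an unadjusted p under 0.05, 1053 higher and 1386 lower in the late phase. The count was 0 with trend and robust moderation as well, 12 without 14 dpa, and 271 among the probes above the median intensity.

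Gene lists were compared along the same trend. Of the 5 probes of the cellulose synthesis list, 2 rose (GhCesA-2 and the endo-1,4-beta-glucanase) and 4 did when adjusted over the list alone. The list rose by camera (adjusted p = 0.00549), but adjusted p = 0.307 with an estimated correlation. Over its alternatives the adjusted p ranged from 0.000785 to 0.307. It holds both disagreeing probes of GA_10dpa_fiberEST_02992, and without them its 3 probes gave adjusted p = 0.00116 by camera and adjusted p = 0.204 with an estimated correlation. Its median was 0.77 at 8 dpa, 2.67 at 14 dpa and 5.00 at 24 dpa, above nearly all matched random lists (percentile 100 at each stage). The endo-1,4-beta-glucanase and both probes of GA_10dpa_fiberEST_02992 come from the set the study chose on these samples. For this list too, camera and the percentiles are therefore not independent evidence.

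Of the study's own clusters, whose members were chosen on these samples and are not independent evidence, cluster 2 fell, with 18 of 34 probes falling and 33 when adjusted over the list alone (camera adjusted p = 3.49e-21; adjusted p = 0.103 with an estimated correlation). It includes the falling ABC transporters, aquaporin PIP2-2 and fatty acid elongation enzyme, and its median went from -0.16 at 8 dpa to -2.34 at 24 dpa. Cluster 3 rose (adjusted p = 0.00271; adjusted p = 0.217 with an estimated correlation), with 4 of 46 probes rising and 0 falling, or 11 and 1 when adjusted over the list alone. Cluster 1 rose (adjusted p = 0.0381; adjusted p = 0.307 with an estimated correlation), with 1 of 13 probes, or 4 over the list alone. It did not pass without 8 dpa (adjusted p = 0.0729) or without 21 dpa (adjusted p = 0.158). Over the alternatives the adjusted p ranged from 0.0217 to 0.307 for cluster 1, from 3.37e-22 to 0.103 for cluster 2 and from 0.00106 to 0.217 for cluster 3. Cluster 4 (1 of 29 fell, adjusted p = 0.218) and cluster 5 (0 of 7, adjusted p = 0.139) did not pass, although cluster 5 did without 24 dpa (adjusted p = 0.0114, in a range of 0.0114 to 0.399 over its alternatives). Adjusted over the list alone, 4 probes of cluster 4 and 0 of cluster 5 fell.

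Lists of fewer than 5 probes were not tested as lists, and most of their members come from the set the study chose on these samples. Aquaporins had 1 of 2 probes falling, PIP2-2, and 2 when adjusted over the list alone; the falling tonoplast membrane integral protein was not caught by that list. Lipid transfer and very long chain fatty acids had 1 of 4 falling, the elongation enzyme, while the CER1-like protein had a slope of 0.13 that did not pass. Adjusted over the list alone, 1 rose and 2 fell. The phenylpropanoid list held only the rising anthranilate acyltransferase, and the flavonoid list only flavanone 3-hydroxylase, with a slope of 0.12 that did not pass over all probes. Adjusted over the list alone each counted 1 rising, which for 1 probe only means a limma unadjusted p under 0.05. Of all 12220 probes 2988 reached that, so counts over short lists alone carry little weight. Cytosolic ribosomal proteins had 1 of 2 falling, L5, at -0.10 per day, and 1 adjusted over the list alone. Over all probes 0 of 4 sucrose synthase probes passed, with slopes from 0.04 to 0.13, and 0 of 2 tubulins, with slopes of -0.10 and -0.08. The count was also 0 for 2 expansin and xyloglucan probes, 4 small GTPases, 2 redox probes, 3 MYB and homeodomain probes and 2 actin probes, of which 1 carries an NPH3 domain name. Adjusted over the list alone, 2 sucrose synthase probes rose, and 2 tubulins, 1 expansin, 2 small GTPases and 1 redox probe fell, against 0 of the MYB and homeodomain and 0 of the actin probes. Pectin enzymes, arabinogalactan proteins, vacuolar proton pumps, protein degradation, seed storage and cell division had 0 named probes.

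Controls for other cells and for background were read beside these genes. Of the 4 chlorophyll a/b-binding protein probes, markers of green tissue, 0 passed the trend, with slopes from -0.02 to 0.06, although they were among the named probes that differed most in 3 of 5 intervals. Of the transgene markers GFP, GUS, hph, npt-II and aaacC1, which have no counterpart in cotton, 0 passed either, but GFP stood at 3.86 at 14 dpa. Single values of that size at 1 stage therefore also occurred in probes without a target. Late against early, aaacC1 had a difference of 0.79 ± 0.20 (SE, limma unadjusted p = 0.00629) and GUS of -0.82 ± 0.27 (unadjusted p = 0.0191). GFP, hph and npt-II had unadjusted p above 0.05, and no marker passed the adjustment. The p of aaacC1 was smaller than that of FbL2A (limma unadjusted p = 0.00821), so unadjusted late against early values of that size also occurred without a target.

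The dye swaps asked whether both arrays of a stage gave the same ratios. Across probes, which are not independent replicates, the log ratios of the arrays of 24 dpa mirrored each other (Pearson r = -0.617, Spearman rho = -0.645), as swapped arrays of 1 pair of RNAs would. At 8 dpa r was 0.0604, at 11 dpa -0.034 and at 21 dpa 0.0875. Without background correction the sign at 11 dpa changed and the value at 8 dpa was larger. Duplicate spots within an array correlated at 0.513 and 0.743 on the arrays of 8 dpa and at 0.562 and 0.475 on those of 11 dpa. On those of 21 dpa they correlated at 0.922 and 0.918, and on those of 24 dpa at 0.939 and 0.879, so the early arrays were the noisier ones. The mean of the arrays, each turned to run with the stage ratio, correlated with that ratio across probes with r = 0.307 at 8 dpa, 0.483 at 11 dpa, 0.551 at 21 dpa and 0.538 at 24 dpa; the turning itself raises these values.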

Values the study reported

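The study reported 2943 genes as developmentally regulated in Pima fibers, of 12063 genes profiled, and sorted them into 10 clusters. It placed 4.65% of profiled genes in profiles higher during primary wall synthesis only, 3.65% higher during SCW deposition only, 3.31% higher in both, and 10.76% lower in both.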

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

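The tests of which RNA a channel holds, of saturation and of dimness were chosen after the results were seen; the test of poor hybridisation was fixed before its value was seen.

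FbL2A, GhCesA-1 and GhCesA-2 gave signals above the buffer limit in 5 scanner channels of 14 and 17 dpa that have no partner channel and enter no comparison, and this is why they are listed. In units of the channel's buffer limit, FbL2A stood at 455.5 and 16.94 in the pair of 14 dpa channels, and at 2642, 1490 and 550.8 in the 17 dpa channels, where 455.5 and 1490 come from saturated spots and are lower bounds. GhCesA-1 stood at 6.326 in the former 14 dpa channel and at 160.4, 127 and 8.741 in the 17 dpa channels. GhCesA-2 stood at 13.12 and 4.243 in the 14 dpa channels and at 153.1, 65.65 and 13.61 in the 17 dpa channels. These are 14 of 15 signals looked at. Transgene markers, which should have no target, exceeded the limit in 4 of 25 values in the same channels, all of them under 17 dpa, reaching 3.998 times it, and in 28 of 115 values over all channels, reaching 6.52 times it in a 21 dpa channel, so passing the limit alone does not show a target. Levels of different probes or channels are not comparable.

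The 21 dpa arrays did not mirror each other (r = 0.0875). Poor hybridisation of the first array is argued against by its duplicate spots, which correlated at 0.922, a value exceeded only by a 24 dpa array at 0.939. Of 21 probes high on the 24 dpa arrays 0% were saturated in both of its channels, which argues against such saturation for those probes only. Saturation in a single channel was not counted, and FbL2A was saturated in 1 channel of this array and not in the other. The 21 probes were also compared between the lower channel of the first 21 dpa array and the lower channels of the 24 dpa arrays. They lay 11.3 percentile points higher in the former, with a 95% bootstrap interval of 3.1 to 24.6. The probes had been taken for a low level in those 24 dpa channels, so selection alone gives a difference above 0. The interval also reaches below the 10 points set for RNA of another late stage. The test therefore cannot decide whether the 21 dpa channel holds such RNA. In that channel FbL2A stood at 807.9 times the buffer limit, against 5.792 and 6.349 in the lower 24 dpa channels. It was at most 3.081 in channels listed under 8 and 11 dpa, so this 1 probe goes with RNA of 14 dpa or later. A 14 dpa channel reached at least 455.5, and GhCesA-1, at 3.81, lay below a transgene marker at 6.524. Whether the RNA is of a late stage stays open. No biological explanation was tested.

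The channel listed under both 11 and 14 dpa may hold RNA of either. The same 21 probes lay lower in it than in the other 14 dpa channels, with a difference of -24.5 percentile points and a 95% interval of -44.1 to -4.76. The bound set for excluding 14 dpa RNA was -5, which the interval just crosses, so the RNA of this channel remains unsettled. FbL2A lay below the buffer limit in it, at 0.51 times the limit. In the other 14 dpa channels it lay above, at 16.94, 21.99 and at least 455.5 times. Levels are not comparable between channels, so only the side of the limit is read. The dimness test asked for a smaller share of probes above the buffer limit than in each other 14 dpa channel. This bound was not met, with 30.7% in the shared channel against 13.4%, 48.3% and 48.7% in the others. The channel with 13.4% still had the 21 probes at a median percentile of 98.92, against 69.77 in the shared channel. A small share above the limit thus need not bring low values of these probes. As this rests on 1 channel and the others had a larger share, dimness is disfavoured but not excluded. No biological explanation was tested.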

How the results depend on the processing

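The columns as deposited, the probes above the median intensity and the cellulose list without its disagreeing probes were settings chosen after seeing the data; the others were planned. Each stage had 1 sample, so the spread of a stage is unknown, and dim signal limits the rest: where probes were limited to those above the median intensity, the cause of lower fold counts lies partly in fewer probes counted. No paired analysis was possible because each group had 1 sample.

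The trend count of 366 went to 0 under quantile normalization, 0 with trend and robust moderation, 0 with exact Spearman, 0 with 8, 11, 21 and 24 dpa only, and 0 to 0 with each stage left out. It was 357 centred, 333 on stage rank and 363 with shared identifiers averaged, and it was 1478 among brighter probes and 9627 with columns as deposited. Too few probes reached Spearman's smallest exact p for it to pass the adjustment (smallest adjusted p 0.104). With 14 dpa left out, the only omission simulated, slopes of 0.1 were recovered at 0%, against 25.5% with all stages. Slopes of 0.2 were recovered at 78.5% against 85.0%. Omitting that stage thus lost small slopes in simulation. How much of the drop fewer stages account for was not tested, nor was the cause under the other settings. The 14 named slopes kept their sign in each of the 10 settings run for them, and each passed only with centring. Late against early stayed at 0 in its planned settings except without 14 dpa (leave-one-out range 0 to 12), and was 271 among brighter probes and 7134 as deposited.

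No list call held with an estimated correlation: adjusted p was 0.307 for cellulose synthesis, 0.307 for cluster 1, 0.103 for cluster 2 and 0.217 for cluster 3. With fry, cellulose synthesis and cluster 1 gave 0.0504 each, while clusters 2 and 3 passed. Late against early gave 0.238 for cluster 1. With stages left out, cluster 1 ranged from 0.0217 to 0.158 and cluster 5 from 0.0114 to 0.399. Columns as deposited gave 0.0519 for cellulose synthesis, 0.126 for cluster 1, 0.085 for cluster 3 and 0.0279 for cluster 5. Centring cannot move the list percentiles, which are ranks within a stage, so that setting says nothing about them.

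Stage counts in order of dpa were 2827, 3550, 4622, 4986, 4897 and 5523 at 1.5-fold and 296, 390, 699, 833, 764 and 1037 at 3-fold. Scanner ratios, turned to run with the stage ratio, gave 101, 158, 408 and 471 at 8, 11, 21 and 24 dpa, with 32.7%, 21.5%, 32.8% and 68.4% higher. The shares would be 67.3%, 78.5%, 67.2% and 31.6% if the arrays run the other way. At 24 dpa the arrays correlated with the stage ratio at 0.4135 and -0.5623 across probes, and the other way would set their mean against it. That turn is thus likely but not stated by the files. The cause of the lower counts was not tested. Brighter probes gave 140, 371, 751, 994, 1129 and 1379. Columns as deposited gave 3411, 5913, 7515, 8465 and 9244 from 11 dpa on, by construction, since they accumulate.

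Interval counts were 2688, 2642, 2687, 3122 and 2798 at 1.5-fold, 274, 291, 225, 300 and 397 at 3-fold, and 114, 151, 164, 267 and 166 among brighter probes. As deposited, those from 11 dpa on were 2067, 2370, 2150 and 2749, which are the stage counts by construction.

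Profile classes in the order higher early only, late only, both, lower early only, late only, both and opposite were 388, 1114, 936, 515, 1447, 1182 and 38 at 1.5-fold, and 53, 2418, 1504, 52, 2701, 1869 and 15 as deposited. Brighter probes gave 19, 192, 81, 29, 201 and 0, leaving out the class lower late only, which stayed within 1.5 times.

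The correlation between swapped arrays went from 0.0604 to 0.193 at 8 dpa and from -0.034 to 0.263 at 11 dpa without background correction, a change of sign at 11 dpa, and from -0.617 to -0.846 at 24 dpa with median centring; the cause was not tested.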

Other observations

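The tests of how the columns were made and the count of splits of the stages at the adjusted threshold were chosen after the results were seen; the split count at unadjusted p and the stage orders were fixed before theirs.

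Named probes outside the rule for the trend, chosen after their values were seen, include further falling members of cluster 2. Thymidylate kinase, an enzyme of nucleotide synthesis, had a slope of -0.11 ± 0.02 (SE over 6 stages, limma adjusted p = 0.0415), and a Ran-specific GTPase-activating protein -0.11 ± 0.02 (adjusted p = 0.0414). A male sterility MS5 family protein of cluster 4 had a slope of -0.07 ± 0.01 (adjusted p = 0.0446). These calls share the trend's dependence on all 6 stages. Calmodulin (-0.08, adjusted p = 0.0605) and beta-tubulin (-0.10, adjusted p = 0.158) did not pass.

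In a regression of the 24 dpa array ratio on the 21 and 24 dpa columns, minus the coefficient of the 21 dpa column over that of the 24 dpa column was 0.959 (95% bootstrap interval 0.927 to 0.985), which is in line with columns that are running sums of stage ratios and, equally, with plain ratios from arrays that join neighbouring stages. Plain ratios stretched by a factor that grows with stage are argued against by the coefficient of the 21 dpa column, -0.219 (-0.244 to -0.191). For neighbouring stages, probes high on 1 of the 24 dpa arrays were compared between each channel listed under 17 dpa and the lower channel of the other 24 dpa array, and 7 of 8 comparisons, at 5.74 to 16.6 percentile points with intervals above 0, speak against it, but the smallest, 0.469 (-2.465 to 3.226), does not, and the bound asked for each. Column values as large as 41.8 at 24 dpa, with 37 beyond 16, also speak against it, though the differences still leave 1 value beyond 16, at 14 dpa. The running sum remains a hypothesis, found and tested on the same data, with that alternative disfavoured but not excluded, and no biological explanation was tested.

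Of 100 orders of the stages, the real one included, 1 gave as many as 366 trend calls, the real order, and the highest of the others gave 47. A chance ordering of the stages is thus argued against, which does not make the 366 calls stable against a left-out stage. For late against early, 10 splits of the 6 stages exist, too few for a share under 0.05. The real split gave 0 calls, a number that 10 of the 10 splits reached, and the highest other gave 1. At an unadjusted p under 0.05 the real split gave 2439 probes, 1 of 10 splits reached that number, and the highest other gave 862.

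The trend count here was 366. That is lower than the number of developmentally regulated genes quoted from the study above, which came from another test on the arrays themselves, and the 2 counts measure different things.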
